A study of Glycine max with 12 samples.

How the data were processed

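Leaf RNA of soybean (Glycine max, cultivar Magellan per the labels) was sequenced in 12 libraries. Per the labels' titles, 3 libraries came from untreated controls, 3 from plants under water deficit, 3 from plants under heat and 3 from plants under both at once (combined stress). Plants were raised in growth chambers, RNA was purified with a column kit and libraries were made with Illumina protocols, per the labels' protocols. The severity and length of the treatments and the time of harvest are not given in the labels and were not used here. Replicates were numbered 1 to 3 within each group in the order of the records, so the numbers name libraries and pair none of them.

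The deposited table gives a signal per gene and library that its name calls normalized counts, and the authors' aligner, counting method, genome build, annotation and filters are not stated in the labels or the file. The values carry decimals, and their totals per library differ between libraries, so they are not scaled to a common total. In each column, every positive value was a whole multiple of the value of 1 read, as gene counts divided by a size factor per library give. Division by that step recovered whole reads for 100% of the positive values, with a largest distance from a whole number of 6.17e-05. The scaling in the deposited signal differed from median-of-ratios size factors computed on these 12 libraries by -1.48% to 1.67%. No column of the table was left unused (0 columns without a sample).

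Depth was 26077068 to 46186226 recovered reads per library. A gene with at most 3 reads in every library of a group was treated as being at the floor there, and a fold against that group was computed against 3 reads and is given as a lower bound. The floor covers counting error only, because reads without molecular identifiers are not independent molecules. The table lists 55051 genes, of which 11427 were at 0 in every library. Gene identifiers are symbols. In a table of RefSeq genes for the assembly Glycine_max_v4.0, 49583 of them (90.1%) were found as symbols. Among the 33119 genes tested, 31719 (95.8%) were found. That table was used for names only, and no genome positions are given because the build behind the deposited values is not stated. Soybean carries many near-identical gene copies, and how the authors' counting divided reads among copies or between strands is not stated, so values of single members of gene families are uncertain to that extent.

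The main test was limma on log2(normalized count + 1), for genes with a mean of at least 10 over the 12 libraries. The 4 groups entered a single fit without covariates, with a variance trend on mean expression (eBayes), two-sided tests and Benjamini-Hochberg adjustment within each contrast. A gene was called at an adjusted p under 0.05. The contrasts were each treatment minus control, combined stress minus each single stress, and the interaction, which is combined stress minus water deficit minus heat plus control. Log2 changes are on the log2(value + 1) scale, which understates changes of low genes. Genes were called specific to combined stress when they differed in the same direction from all 3 other groups. edgeR was to be the main test only if the table held raw counts, which it did not. As planned before the table was opened for the case that whole reads could be recovered, edgeR (quasi-likelihood, TMM) and DESeq2 (Wald test with its own size factors) were run on the recovered reads as alternatives. DESeq2 was run with its outlier filter and its independent filtering switched off, so its counts and false shares are not those of its default settings.

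The genes named were chosen by a rule. For each treatment and the interaction, they are the 2 largest increases and the 2 largest decreases among genes with an adjusted p under 0.05, a mean of at least 100 and no overlap between the libraries of the groups compared. The rule gave no gene for the interaction. The member of each gene family with the highest mean was also taken. A test of gene families by their descriptions had been planned and was not run, because the name table pairs identifiers with symbols only. Families were instead formed from symbols (9 families of 8 to 78 genes), after the table was opened and before any family was tested. They were tested with limma's camera, first with an inter-gene correlation of 0.01 as planned and then with the correlation estimated from the data, adjusted over 36 tests each time. GMTPS genes are described by their symbol alone, since the table states no function for them. The choice of clock genes and their use as a covariate came after the data were seen.

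Each method was tested on simulated counts for 33119 genes. They were drawn from each gene's mean over the 12 libraries, a single dispersion per gene and the libraries' own sizes. In combined stress 200 genes were changed, each by exactly 2-fold or 4-fold, up or down, so larger changes were not simulated. Counts were drawn gene by gene, so the simulation has neither unequal spread between groups nor variation that genes share. It also changed far fewer genes than were called in combined stress. For combined stress, limma recovered 42.0% of the changed genes and 69.7% of those changed 4-fold, and 10 of its 94 calls were false (10.6%). For the interaction it recovered 10.5%, and 19.3% of those changed 4-fold, with 1 false call among 22. edgeR made 6 false calls among 89 for combined stress. DESeq2, without its outlier filter, recovered 60.5% of the changed genes for combined stress, with 62 false calls among 183. For the interaction it recovered 38.0%, and 67.0% of those changed 4-fold, with 59 false calls among 135. For water deficit, where no gene had been changed, DESeq2 called 18 genes and limma and edgeR called 0.

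Alternatives were pseudocounts of 0.1 and 10, no filter, a minimum mean of 50, equal totals per library, quantile normalization, no variance trend, a change of at least 2-fold as well, edgeR, DESeq2, only the 6 libraries compared, and each library left out in turn. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and, for the plots, matplotlib 3.10.9 were used.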

Results

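Gene expression was measured by RNA sequencing in leaves of soybean plants that were left untreated, deprived of water, heated, or deprived of water and heated together. Each of the 4 groups had 3 libraries. Depth ran from 26077068 reads in heat stress library 1 to 46186226 in combined stress library 1. Between 36790 and 39367 genes had a read in a library. The most abundant gene of any library took 1.22% of its reads, and the 10 most abundant together took 3.42% to 6.88%. Counts per gene had been divided by a size factor per library, and 33119 genes with a mean normalized count of at least 10 were tested.

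Replicates resembled each other to different degrees in the 4 groups. Pearson's r across genes between libraries of a group was 0.962 to 0.979 in control, 0.941 to 0.982 in water deficit, 0.888 to 0.962 in heat stress and 0.921 to 0.970 in combined stress. These correlations are across genes, which are not independent replicates. The median standard deviation of a gene within a group was 0.25 on the log2 scale in control, 0.27 in water deficit, 0.37 in heat stress and 0.35 in combined stress (n = 3 each). Against counting error alone, the smallest chi-square per degree of freedom between libraries of a group was 19.6. This asks only whether a library was a copy of another, since separate samples are expected to differ by more than counting error. The first 3 principal components held 30.4%, 26.4% and 14.6% of the variance. Heat stress libraries 1 and 2 lay apart from library 3, which scored 56.5 on component 1 against -67.7 and -68.6 for the others. Library 3 of heat stress correlated less closely with heat stress libraries 1 and 2 (r of 0.893 and 0.888) than with any library of control (0.926, 0.949 and 0.922), any of combined stress (0.902, 0.946 and 0.936) or the closest of water deficit (0.906). Its closest match was control library 2.

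**Figure D1:**
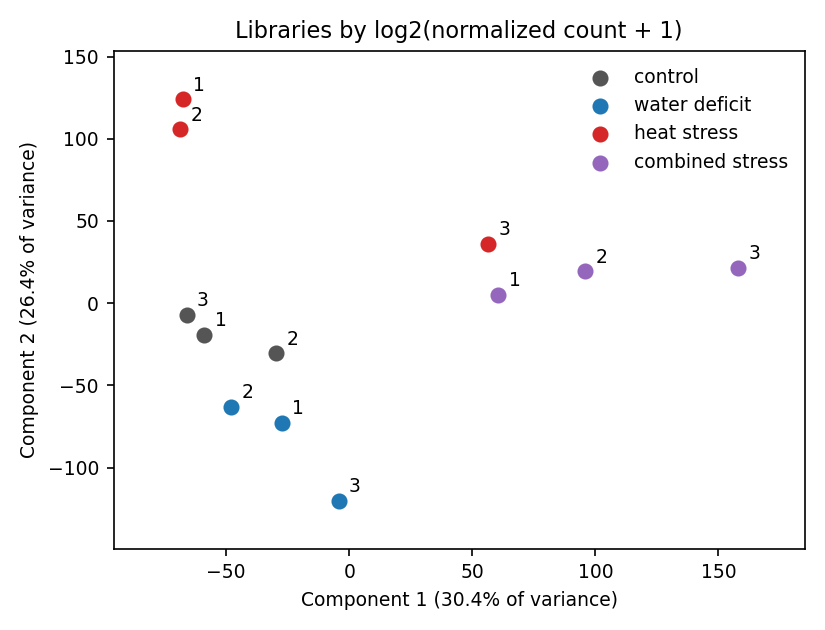
Positions of the 12 libraries on the first 2 principal components of log2(normalized count + 1), in component units, coloured by group and numbered by replicate. Heat stress library 3 sits at 56.5 on component 1, near combined stress library 1 at 60.6, while heat stress libraries 1 and 2 sit at -67.7 and -68.6. On component 3, which is not drawn, heat stress library 3 and combined stress library 1 lie far apart, at 85.8 and -86.9.

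The labels give no sequencing batch, date or time of harvest. The libraries of the heat stress and combined stress groups did, however, split on genes whose symbols name parts of the daily clock, which were looked up after this spread was seen. LCL3 had normalized counts of 204.3 and 153.4 in heat stress libraries 1 and 2 and 2013 in library 3. In combined stress it had 308.1 in library 1 and 1863 and 2112 in libraries 2 and 3, against 331.6 to 415.9 in control. GMLUXB ran the opposite way, with 122.3, 115.2 and 9.8 in heat stress libraries 1 to 3 and 337.0, 38.9 and 42.4 in combined stress libraries 1 to 3. A clock index, the mean log2 value of 3 morning genes minus that of 9 evening genes, was 3.57 in heat stress library 3, 2.69 and 2.55 in combined stress libraries 2 and 3, and between -1.58 and 0.85 in the other 9 libraries. Within the libraries of low index, water deficit against control is the comparison as made, and heat stress against control is the comparison without heat stress library 3, which is given with the heat result. Combined stress keeps 1 library on the low side and heat stress 1 on the high side, too few to compare within either side.

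**Figure D2:**
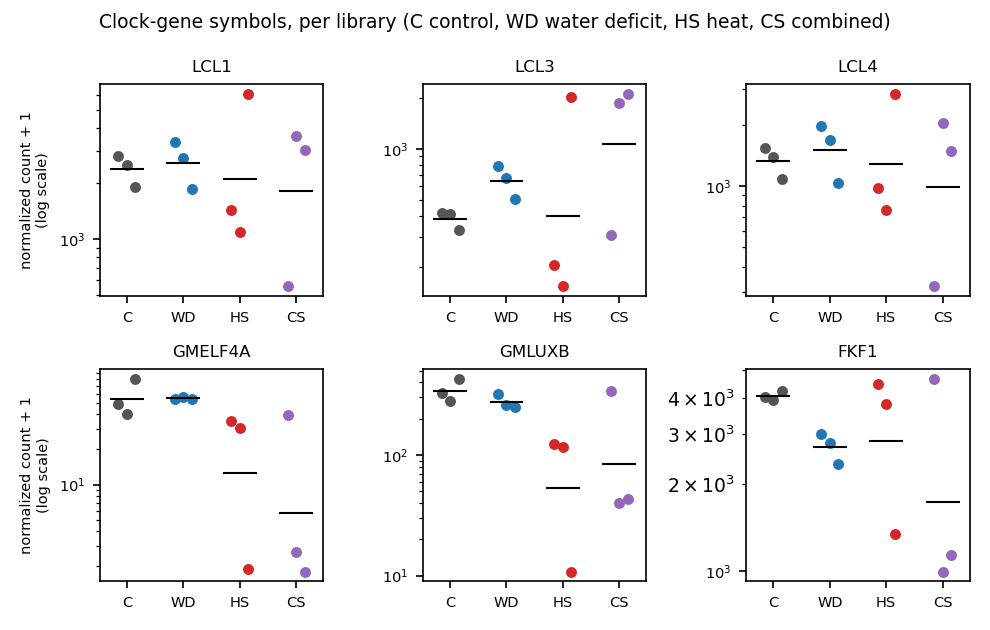
Normalized count + 1 (log scale) of 3 morning and 3 evening clock-gene symbols in each library, with points for libraries 1 to 3 from left to right in each group and lines at the geometric mean. In LCL3, heat stress library 3 (2013) and combined stress libraries 2 and 3 (1863 and 2112) lie above all other libraries.

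Water deficit against control asks which genes respond to drought alone. With limma, 423 genes had an adjusted p under 0.05, of which 195 were higher and 228 lower, and 387 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 4569 genes. Across the settings tried this count ran from 30, without control library 3, to 1938, with DESeq2 on the recovered reads. With DESeq2 the balance turned to 1084 higher and 854 lower, and with the same total per library to 196 and 185. It also turned without control library 1 (33 higher, 25 lower), 2 (35 and 30) or 3 (17 and 13). The same held without water deficit library 2 (132 and 97) or 3 (31 and 30). All other fits that left out 1 library kept more genes lower. DEHYDRIN rose from 16.2 ± 9.3 normalized counts in control to 3077 ± 4188 in water deficit (SD, n = 3 each), a log2 change of 6.15 (SE 1.26, limma adjusted p 0.0417). The water-deficit libraries of DEHYDRIN ranged from 137.3 to 7872, and the call was lost without the filter on low genes and without a variance trend, where the adjusted p reached 0.0684. It was also lost in 7 of the 12 fits that each left out 1 library, with adjusted p values up to 0.156. LOC100802855 had no read in any control library and 88.4 ± 96.3 normalized counts in water deficit (SD, n = 3), at least 28.2-fold higher (limma adjusted p 0.00499). This bound is for the mean of water-deficit libraries that ranged from 20.1 to 198.5. LOC100792229 fell from 199.8 ± 55.4 to 4.0 ± 3.3 normalized counts (SD, n = 3 each), a log2 change of -5.54 (SE 0.70, limma adjusted p 0.00729), a call lost in 1 of these 12 fits (adjusted p 0.0567). LOC102662475 fell from 2109 ± 442.5 to 73.7 ± 15.1 (SD, n = 3 each), a log2 change of -4.82 (SE 0.29, limma adjusted p 4.36e-05).

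Heat stress against control asks the same of heat alone. limma called 1031 genes, of which 569 were higher and 462 lower, with 766 changed at least 2-fold and 6983 at an unadjusted p under 0.05. Leaving out heat stress library 3, the library that split from the other 2, raised the count to 4742, and leaving out control library 2 lowered it to 139. LOC100775897 had at most 2 reads in a control library and 188.2 ± 125.2 normalized counts in heat stress (SD, n = 3), at least 59.97-fold higher (limma adjusted p 0.00392). This bound is for the mean of heat stress libraries that ranged from 68.1 to 317.8. BAG6A rose from 11.3 ± 8.3 to 1234 ± 677 normalized counts (SD, n = 3 each), a log2 change of 6.69 (SE 0.56, limma adjusted p 0.00064). LOC100800239 fell from 202.6 ± 75.1 to 7.5 ± 10.6 (SD, n = 3 each), a log2 change of -5.51 (SE 0.92, limma adjusted p 0.0124). SFERH-2 fell from 5930 ± 3363 to 328.7 ± 409.8 (SD, n = 3 each), a log2 change of -4.77 (SE 1.0, limma adjusted p 0.0293), and was no longer called by edgeR (adjusted p 0.0633). With only the 6 libraries compared, the call of SFERH-2 and that of LOC100800239 (adjusted p 0.0555) were also lost. Of the 12 fits that each left out 1 library, 5 lost SFERH-2 (adjusted p up to 0.127) and 3 lost LOC100800239 (up to 0.0627).

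Combined stress against control called 4573 genes with limma, 13.8% of those tested. Of these, 2172 were higher and 2401 lower, 3201 changed at least 2-fold, and 9873 genes had an unadjusted p under 0.05. More genes were higher than lower with the same total per library (2149 and 1938), with edgeR (2304 and 2077) and with DESeq2 (3525 and 3411). LOC111255647 had at most 2 reads in a control library and 1361 ± 366 normalized counts in combined stress (SD, n = 3), at least 433.8-fold higher (limma adjusted p 4.15e-06), while heat stress alone gave 31.0 ± 16.0 and water deficit at most 3 reads. LOC100802855, with no read in control or heat stress, reached 849.7 ± 289.6 normalized counts (SD, n = 3), at least 270.8-fold above control (limma adjusted p 3.37e-05). LOC100799813 fell from 9170 ± 6210 to 88.7 ± 101.6 (SD, n = 3 each), a log2 change of -8.07 (SE 1.5, limma adjusted p 0.00541), with combined-stress libraries from 0.8 to 199.9. LOC100802957 fell from 516.0 ± 60.5 to 3.9 ± 6.7 (SD, n = 3 each), a log2 change of -7.79 (SE 0.90, limma adjusted p 0.000453).

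**Figure D3:**
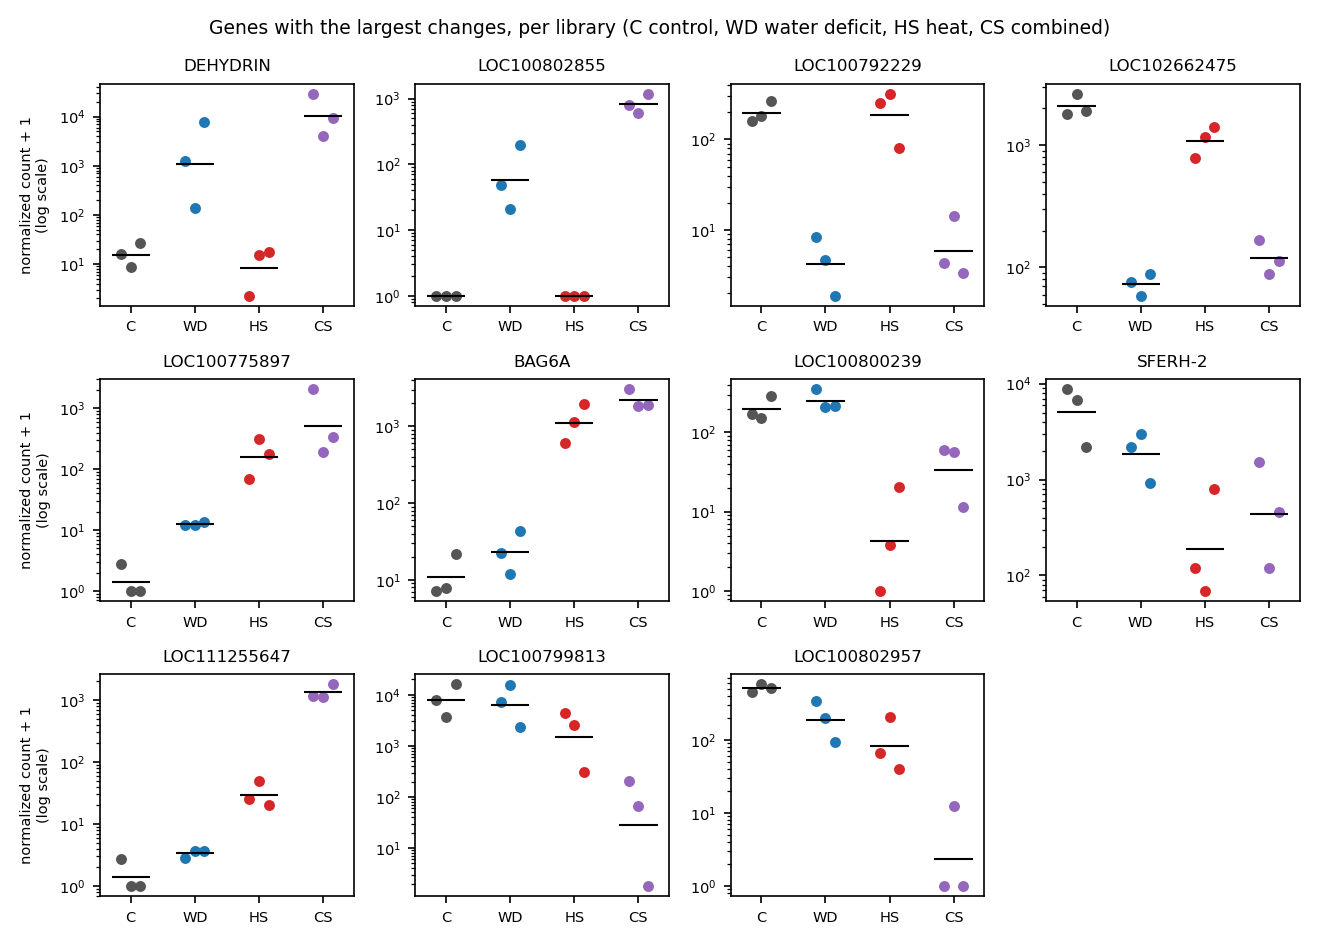
Normalized count + 1 (log scale) of the 11 genes with the largest changes, with points for libraries 1 to 3 from left to right in each group and lines at the geometric mean. DEHYDRIN and LOC100802855 rise in water deficit and combined stress and not in heat, whereas BAG6A rises in heat (1234 normalized counts on average) and combined stress (2252).

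Set against each single stress, combined stress differed from water deficit in 4221 genes (1945 higher, 2276 lower) and from heat stress in 1724 genes (787 higher, 937 lower). The unadjusted counts were 9961 and 7163. Against water deficit the balance depended on the method, with 2477 higher and 2133 lower after quantile normalization and 2180 and 2069 with edgeR. The count against heat stress depended on how the spread was estimated: with only the 6 libraries of these groups it was 127. In all, 506 genes differed in the same direction from control, water deficit and heat stress, 176 of them higher and 330 lower in combined stress. All of these genes are among the 1724 called against heat stress, so the number 506 depends on the estimate of the spread in the same way.

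**Figure D4:**
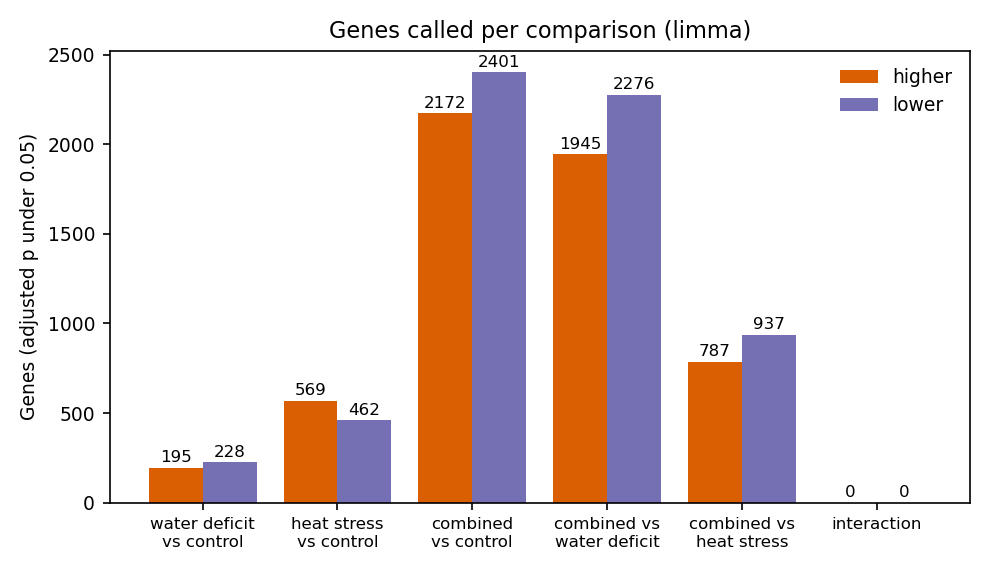
Number of genes with a limma adjusted p under 0.05 in each contrast, as bars from 0 for genes higher and lower in the group named first. Combined stress against control has the most (2172 higher, 2401 lower), and the interaction has 0.

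Of the 5047 genes called in any treatment, 3639 were called in combined stress alone, 79.6% of its list. Absence from the other lists is not a tested difference, and 444 of these 3639 genes also differed from both single stresses in the same direction. The number 444 rests on the comparison with heat stress, whose count depended on how the spread was estimated. Water deficit and combined stress shared 238 genes that heat did not call, heat and combined stress shared 659 that water deficit did not call, and 139 and 326 genes were called in water deficit alone and heat alone. Combined stress called 270 of the water-deficit genes in the same direction (63.8%) and 690 of the heat genes (66.9%). All 3 treatments moved 32 genes the same way, 21 up and 11 down. These contrasts share the control libraries, so some overlap follows from the design.

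For 13 genes the single stresses were called in opposite directions. In combined stress, 7 took the sign of water deficit and 6 that of heat, and 5 of the 13 were called there. HSP17.5-E fell by 1.86 (log2) in water deficit, rose by 2.39 in heat and rose by 3.07 in combined stress. GMHSF-34 changed by -3.09, 4.77 and 5.40, and LOC100775393 by -1.23, 1.17 and 0.91. LOC100809181 followed water deficit, with 2.91, -1.57 and 2.15, as did LOC100806123, with 1.28, -1.36 and 0.68. These 5 genes were singled out after their values were seen.

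Whether the effects of drought and heat add up was asked in a pair of ways. Across 33119 genes, the least-squares slope of the combined-stress log2 change on the sum of the single-stress changes was 0.626 ± 0.026 (SD over the 3 combined stress libraries, n = 3), with Pearson's r of 0.639. A slope of 1 would follow from additive log2 effects measured without error, and the slope corrected for the measured within-group variance was 1.02. Leaving out 1 library at a time, a check added after seeing the data, moved the corrected slope from 0.477 (without heat stress library 3) to 1.93 (without heat stress library 2). Across genes, combined stress correlated with heat stress at r of 0.50 and with water deficit at 0.413, and the single stresses with each other at 0.025. All of these changes subtract the same control libraries, whose noise alone makes r positive, so 0 is not the value to compare with. The interaction tests additivity gene by gene. With limma 0 genes had an adjusted p under 0.05, the smallest being 0.167, and 3132 genes had an unadjusted p under 0.05. In simulated counts with 200 changed genes the same test called 22 genes and recovered 10.5% of the changed ones, and 19.3% of those changed 4-fold. Changes above 4-fold were not simulated, so their recovery is not known. edgeR also called 0 genes and DESeq2 called 276, and leaving out heat stress library 3 gave 1583 with limma.

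**Figure D5:**
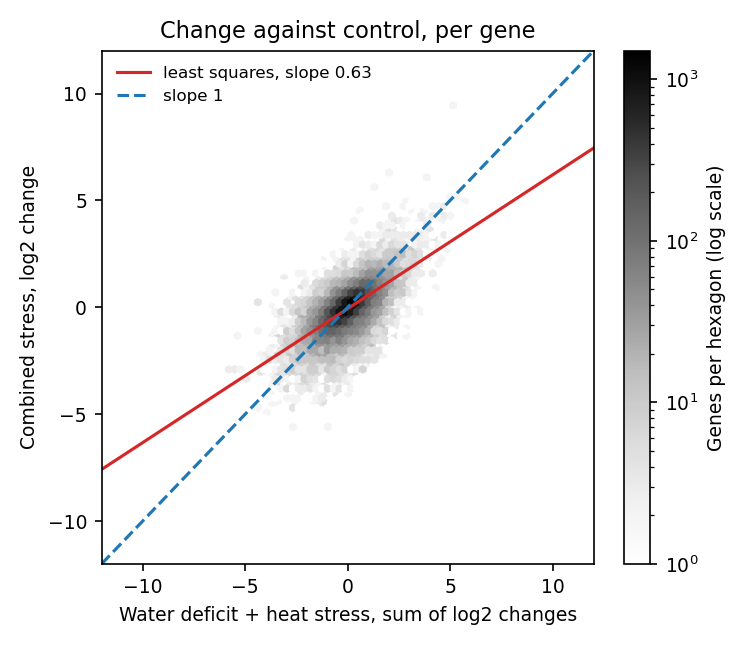
Log2 change in combined stress against the sum of the log2 changes in water deficit and heat stress, as counts of genes per hexagon (grey, log scale) over 33119 genes. The least-squares line has a slope of 0.63 and lies below the dashed line of slope 1 for increases, before any correction for noise on the horizontal axis.

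Gene families defined by symbol were tested with limma's camera. At the planned inter-gene correlation of 0.01, 13 of 36 tests had an adjusted p under 0.05. When that correlation was estimated from the data, none of the 36 did, with 0.302 for small heat shock proteins in combined stress being the lowest. The 8 small heat shock proteins had a median log2 change of 2.84 in heat stress (camera adjusted p 2.53e-09) and 4.81 in combined stress (6.07e-15), where 7 of the 8 were called higher. The 19 late embryogenesis and seed maturation proteins had medians of 1.62 in water deficit (1.75e-06) and 4.11 in combined stress (3.20e-08), where 11 were called higher and 0 lower. Without the filter on low genes these medians fell to 0.73 and 1.19, the lowest of all settings. The 35 heat shock factors had a median of 0.42 in heat stress (0.000968) and 0.12 in combined stress (0.0398), the latter lost under 5 of 9 alternatives. Over the 12 fits that each left out 1 library, the combined-stress median ran from 0.03 to 0.46, and 3 fits lost the call. The 19 SWEET transporters had medians of 0.36 in water deficit (0.00672) and 0.64 in combined stress (0.00504), lost under 3 and 2 of 9 alternatives, and the 57 WRKY factors a median of -0.21 in combined stress (0.00504). With 1 library left out, the SWEET median ran from 0.20 to 0.52 in water deficit, where 1 of 12 fits lost the call. In combined stress it ran from 0.46 to 1.30, and every fit kept the call. For the interaction, the median was 2.47 for small heat shock proteins (3.88e-07), 0.80 for late embryogenesis and seed maturation proteins (0.00179), -0.39 for WRKY factors (0.0137) and -1.71 for the 11 GMTPS genes (0.00504). No single member of any family was called for the interaction.

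Among the most abundant member of each family, WRKY57 fell from 7101 ± 491 normalized counts in control to 1555 ± 565 in combined stress (SD, n = 3 each), a log2 change of -2.25 (SE 0.29, limma adjusted p 0.000831), and GMSWEET15 rose from 3362 ± 208 to 9732 ± 3958, a log2 change of 1.44 (SE 0.36, limma adjusted p 0.0232). The call of GMSWEET15 was lost in 4 of the 12 fits that each left out 1 library, with adjusted p values up to 0.102. The other 7 were not called in combined stress. GMHSF-08 (log2 change 1.12, limma adjusted p 0.575) rested on combined stress library 1, without which its change was -0.46, and PM37 (0.07, adjusted p 0.933) likewise became -0.34. HSP23.9 changed by 1.86 (adjusted p 0.122), NAC2 by 1.07 (0.109), GMTPS21 by -3.19 (0.091), MYB175 by 0.43 (0.292) and BZIP126 by 0.29 (0.348), all by limma. Over the 12 fits that each left out 1 library, HSP23.9 ran from 0.88 to 2.39 and NAC2 from 0.62 to 1.32. GMTPS21 ran from -4.15 to -1.56, MYB175 from 0.15 to 0.66 and BZIP126 from 0.22 to 0.36. The lowest values of HSP23.9, NAC2 and MYB175 came without combined stress library 1.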

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

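The pseudocount of 10 was a setting fixed before the files were opened. The clock index and the inter-gene correlation estimated from the data were chosen only after the data were seen, although what each test would show was written down before it was run. The tests with the clock index turned out to be unable to decide. Its mean was -0.006 in control, 0.645 in water deficit, 0.842 in heat stress and 1.22 in combined stress, so that it comes to only -0.272 in the interaction and had little room to move that value. By the prediction as written, the small changes with this covariate would have spoken against clock phase, and they are not read that way here. In this design a difference between groups means that heat acts differently on plants with and without water deficit, which is the interaction.

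The small heat shock proteins drew attention because the interaction was positive: their median was 2.47 on the log2 scale, and 7 of the 8 members were above 0. Their mean log2 value was 5.15 ± 0.55 in control, 4.84 ± 0.31 in water deficit, 7.81 ± 1.05 in heat stress and 9.77 ± 0.44 in combined stress (SD, n = 3 each). With a pseudocount of 10 the median was 2.25, so low values do not account for it. With the clock index as a covariate it was 2.42, which does not exclude clock phase. Over the 12 fits that each left out 1 library it ran from 2.03, without heat stress library 3, to 2.95. Members that vary together remain as an explanation: their estimated correlation was 0.335, and with it the adjusted p rose from 3.88e-07 to 0.328. The unadjusted camera p with this correlation was 0.0273. Reads shared between near-identical copies were not tested. A stronger induction of this family under both stresses may therefore be real, but it cannot be told apart from a common fluctuation of its members over 12 libraries, to which clock phase could contribute.

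The late embryogenesis and seed maturation proteins had a median interaction of 0.80, with 17 of 19 members above 0. Their mean log2 value was 4.14 ± 0.36 in control, 6.20 ± 1.25 in water deficit, 3.99 ± 0.23 in heat stress and 7.62 ± 0.79 in combined stress (SD, n = 3 each). The median was 0.69 with the clock index and 0.50 with a pseudocount of 10, so low values account for part of its size. The family was also no longer called with a minimum mean of 50. With the estimated correlation of 0.280 the adjusted p was 0.496, and members that vary together remain as an explanation. Water deficit libraries alone ranged from 5.05 to 7.53, and without water deficit library 3, the highest, the median interaction was 2.05. The lowest of the 12 fits that each left out 1 library gave 0.51, and 1 of the 12 lost the call, with an adjusted p of 0.097.

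The WRKY factors had a median interaction of -0.39, with 38 of 57 members below 0. The median was -0.42 with the clock index and -0.35 with a pseudocount of 10. The adjusted p was 0.565 with the estimated correlation of 0.170. The call was also lost in 4 of the 12 fits that each left out 1 library, where the median ran from -0.60 to -0.21 and the adjusted p reached 0.397. The 11 GMTPS genes had a median interaction of -1.71, with 9 members below 0, and it was -1.85 with the clock index and -0.87 with a pseudocount of 10, so that a large part of its size came from low values. Their adjusted p was 0.496 with the estimated correlation of 0.307. The call was lost under 2 of 9 alternatives, the estimated correlation among them. The 12 fits that each left out 1 library all kept it, with a median from -2.26 to -1.06. For both families, members that vary together remain as an explanation.

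LOC102662475 was picked out without a test, because heat alone lowered it in all 3 heat stress libraries relative to the control mean, while under water deficit heat raised it in all 3 libraries relative to the water deficit mean. Its interaction was 1.63 (SE 0.41) and its limma adjusted p 0.39, so the difference did not pass the test across genes. The interaction was 1.57 with a pseudocount of 10, so low values do not account for it. It was 1.62 with the clock index, which leaves clock phase undecided. LOC102662475 was named in the first place for its large fall in water deficit (-4.82).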

How the results depend on the processing

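The covariate built from clock genes, the estimated inter-gene correlation and the corrected slope with libraries left out were added after seeing the data. All other alternatives were set before the data were examined. Where a value below changed, the cause was not tested unless stated. No paired analysis was possible because the labels share no replicate numbers.

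The pseudocounts, the filters, both other scalings, the fit without a variance trend, the 2-fold minimum and edgeR kept the 5 counts of called genes within 1.5 times their values. The exceptions in other results were small counts and the slope: a pseudocount of 10 gave 1 gene for the interaction, opposite calls of the single stresses were 6 without a filter and 6 without a variance trend, and the slope was 0.57 without a filter. The larger side of the calls, higher or lower, changed with edgeR and with the same total per library for combined stress, with quantile normalization and edgeR for combined stress against water deficit, and with the same total per library for water deficit. Scaling shifted the median of all genes by less than 0.1 (log2) in every contrast.

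DESeq2 called 1938 genes in water deficit, 3323 in heat stress, 6936 in combined stress, 7082 between combined stress and water deficit, 3845 between combined stress and heat stress, and 276 for the interaction. Its derived counts were 1148 genes specific to combined stress, 127 changed by all 3 treatments and 108 in opposite directions. The larger side changed with DESeq2 in water deficit and in combined stress. It called 100% of limma's water-deficit and heat genes. With only the 6 libraries compared, water deficit had 1318 genes, heat stress 295 and combined against heat stress 127, of which 66.9% were higher against 45.6% with all 12 libraries.

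With the clock index as a covariate, limma called 1615 genes in water deficit, 3680 in heat stress, 6742 between combined stress and water deficit, 3383 between combined stress and heat stress and 151 for the interaction. It gave 985 specific to combined stress, 209 changed by all 3, 66 in opposite directions and a slope of 0.568.

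Across the 12 fits that each left out 1 library, counts ran from 30 to 882 in water deficit, 139 to 4742 in heat stress, 1994 to 6614 in combined stress, 1233 to 6460 between combined stress and water deficit, 382 to 6840 between combined stress and heat stress, and 0 to 1583 for the interaction. Genes specific to combined stress ran from 107 to 1552, genes changed by all 3 from 1 to 107, opposite calls from 0 to 52, and the slope from 0.41 to 0.70. The highest value of each came without heat stress library 3, except for water deficit (combined stress library 1) and the slope (heat stress library 2). Calls kept in all 12 fits were 28 of 423 in water deficit, 112 of 1031 in heat stress, 1646 of 4573 in combined stress, 1143 of 4221 between combined stress and water deficit, and 316 of 1724 between combined stress and heat stress. In combined stress without its library 1, GMHSF-08 reversed to -0.46 and PM37 to -0.34. Their changes ran up to 1.93 and 0.41 across these fits, and neither was called in any of them.

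Losses and gains below are counted once per call and setting, so the same call can count more than once. Among families, all 13 calls that passed fell short with the estimated correlation. Some of the same calls were also lost under other settings, 9 times in all, with 0 reversals. Among named genes, settings other than leaving out a library gave 5 losses, of DEHYDRIN, SFERH-2 and LOC100800239, and 5 gains, of HSP23.9, NAC2 and GMHSF-08. Leaving out a library gave 20 losses and 1 gain among genes, and 9 losses among families. At these depths and 3 libraries per group, simulated counts gave a recovery of 42.0% of changed genes in combined stress and 10.5% for the interaction. These counts had no unequal spread between groups and no variation that genes share, so recovery in the real data may differ.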

Other observations

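All tests of the spread within groups, of the slope, of DESeq2's calls and of the clock covariate were chosen only after the result was seen, and the test of library size relative to the group was added after the plain test of library size had been read. The counts of other splits were planned.

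Among the 10 splits of the 6 libraries into groups of 3, the real one was the 1 with as many calls for water deficit, for heat stress, for combined stress and for combined stress against water deficit. With 10 splits the share cannot go below 0.1. For combined stress against heat stress, 2 of the 10 splits gave as many: heat stress libraries 1 and 2 with combined stress library 1, against the other 3, gave 4802 genes where the real split gave 1724. That split follows the clock index, so this comparison is not separated from whatever sets the index. For the interaction, 14 of 100 assignments of the 12 libraries gave at least the 3132 genes seen at an unadjusted p under 0.05, with a median of 1192 over the other 99, so that number is within what other groupings give. These assignments can bring the effects of heat or water deficit themselves into the contrast, so they cannot decide whether the effects add up.

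The widest axis of the spread within groups held 39.8% of the within-group variance. Heat stress library 3 scored 126.5 on it and combined stress library 3 61.4, while combined stress library 1 scored -73.2 and heat stress libraries 1 and 2 scored -63.0 and -63.5. Combined stress library 2 scored only 11.8, although its clock index of 2.69 was above the 2.55 of library 3. Control library 2 and water deficit library 3 scored higher (33.5 and 20.7) with an index of 0.10 and 0.31, so the axis is not clock phase alone. A list of clock genes was written before their values were seen. Its 19 expressed members had a median absolute correlation with the axis of 0.766, above 99.8% of 10000 random lists matched on expression (median 0.516). The random lists were drawn gene by gene and not matched on how members vary together. A list whose members vary together reaches high values more easily, so this percentile overstates the evidence for clock phase. All 9 evening genes ran against the 3 morning genes, but phases were assigned after the correlations had been seen, so this adds little. A candidate explanation is that leaves within the heat and combined groups differed in clock phase, through time of harvest or through an effect of stress on the clock, which these data do not separate.

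Technical explanations of the axis were also examined. Its scores were nearly the same after quantile normalization (absolute r of 0.998). They were unchanged without the 100 most abundant genes (1.0), but on the log2 scale 100 of 33119 genes have little room to move the axis, so this does not decide, although by the prediction as written it would have spoken against a few abundant genes. Against log2 total reads, Pearson's r over 12 libraries was 0.358 (permutation p 0.240) and Spearman's rho 0.336 (p 0.287), and r rose to 0.653 without heat stress library 1 and combined stress library 1, the farthest in depth. With depth taken relative to the group, r was 0.451 (permutation p 0.547) and rho 0.098 (p 0.864), and r was -0.385 without heat stress libraries 1 and 3, the farthest in relative depth. Library 3 also has the highest score on the axis, so this check removes much of the axis itself. Benjamini-Hochberg adjusted values over these 4 tests were 0.575, 0.575, 0.729 and 0.864. No relation passed, but because the first strengthened when the extreme libraries were removed, the axis cannot be fully told apart from library size. Scores on the axis are relative to the group, which the second form takes into account.

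An exchange of labels between heat stress library 3 and combined stress library 1 could give such an axis. A score of 1318 genes that water deficit changes against control was 1.60 in combined stress library 1 and -0.14 in heat stress library 3, a difference of 1.74, while combined stress libraries 2 and 3 had 0.98 and 0.87. Each of these libraries thus carries the water-deficit response its label calls for. A milder heat response of heat stress library 3 is another candidate explanation. Its small heat shock proteins were 1.57 above control (log2), against 2.74 and 3.66 in libraries 1 and 2, a shortfall of -1.17 from the lower of these. The heat shock factors were likewise 0.03 above control in library 3, against 0.76 and 0.98. BAG6A, in contrast, was highest in library 3 (602.8, 1151 and 1948 normalized counts in libraries 1 to 3), but it was named for a large rise in all 3 libraries, so it cannot test a milder response. In combined stress the heat shock factors were 0.95 above control in library 1 and 0.22 and 0.13 in libraries 2 and 3. They were thus lower in the libraries of high clock index in both groups. Severity of heat and clock phase are not separated here, and heat shock genes may themselves follow the clock.

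With the clock index as a covariate, heat stress called 3680 genes. Of 100 orders of the same 12 index values, 1 gave as many, the real order. The other 99 had a median of 618 and a maximum of 2213, so any covariate of these values does not account for the gain. The index was built from the expression values themselves and splits the heat and combined groups, which hold both its 3 highest and its 3 lowest values, so these calls may mix the treatment with the clock.

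Noise in the single-stress changes is a candidate explanation of the slope of 0.626, and after correction for within-group variance it was 1.02. By the prediction as written that would fit noise, but the corrected slope depends on heat stress library 3. Without it the slope was 0.41 and the corrected slope 0.477, and with the clock index as a covariate the slope was 0.568. The corrected slope was 1.83 and 1.93 without heat stress libraries 1 and 2. Noise alone is thus not established, and neither an attenuated nor an additive response can be read from the slope. For the 276 interaction genes called by DESeq2, 43.7% of its interaction calls on simulated counts were false. There it also recovered 38.0% of the changed genes, where limma recovered 10.5%. Of the 276, 54 were called in all 13 fits, the full one and those without 1 library, whose counts ran from 83 to 4147. A share of these genes is likely false, and the simulation does not say which. The simulated false share is that of DESeq2 without its outlier filter, and its default settings were not run.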
